# Mitochondrial MicroRNAs Contribute to Macrophage Immune Functions Including Differentiation, Polarization, and Activation

**DOI:** 10.3389/fphys.2021.738140

**Published:** 2021-11-03

**Authors:** Isabelle Duroux-Richard, Florence Apparailly, Maroun Khoury

**Keywords:** miRNA, mitochondria, macrophage, inflammmation, mitochondria transfer, microRNA, MitomiR

## Abstract

A subset of microRNA (miRNA) has been shown to play an important role in mitochondrial (mt) functions and are named MitomiR. They are present within or associated with mitochondria. Most of the mitochondrial miRNAs originate from the nucleus, while a very limited number is encoded by mtDNA. Moreover, the miRNA machinery including the Dicer and Argonaute has also been detected within mitochondria. Recent, literature has established a close relationship between miRNAs and inflammation. Indeed, specific miRNA signatures are associated with macrophage differentiation, polarization and functions. Nevertheless, the regulation of macrophage inflammatory pathways governed specifically by MitomiR and their implication in immune-mediated inflammatory disorders remain poorly studied. Here, we propose a hypothesis in which MitomiR play a key role in triggering macrophage differentiation and modulating their downstream activation and immune functions. We sustain this proposition by bioinformatic data obtained from either the human monocytic THP1 cell line or the purified mitochondrial fraction of PMA-induced human macrophages. Interestingly, 22% of the 754 assayed miRNAs were detected in the mitochondrial fraction and are either exclusively or highly enriched cellular miRNA. Furthermore, the *in silico* analysis performed in this study, identified a specific MitomiR signature associated with macrophage differentiation that was correlated with gene targets within the mitochondria genome or with mitochondrial pathways. Overall, our hypothesis and data suggest a previously unrecognized link between MitomiR and macrophage function and fate. We also suggest that the MitomiR-dependent control could be further enhanced through the transfer of mitochondria from donor to target cells, as a new strategy for MitomiR delivery.

## Mitochondria as Key Organelles in Macrophage Functions

Mitochondria are crucial cellular organelles that act as metabolic hubs and signaling platforms. Beyond the fateful endosymbiosis theory (Gray et al., 1999; Roger et al., 2017), mitochondria are multitasking, highly dynamic organelles that continually adjust their morphology, function, number and even their cellular host, in response to metabolic needs and environmental changes (Caicedo et al., 2017). Hence, their functions go beyond cellular ATP production and energy metabolism. In fact, they have indispensable roles in the immune system, especially in regulating macrophage polarization and responses to infection, tissue damage and inflammation.

## Mitochondria Triggering Macrophage Polarization

During pro-inflammatory activation of macrophages (so-called M1 polarization), aerobic glycolysis is activated (Van den Bossche et al., 2016; Liu Y. et al., 2021). This metabolic switch involves increased glucose uptake and pyruvate conversion to lactic acid, providing macrophages with the sufficient energy necessary for their anti-bactericidal activity (He et al., 2021). Moreover, the M1-type activation of macrophages inhibits mitochondrial OXPHOS and promotes mitochondrial nitric oxide (NO) production, thus preventing repolarization toward the anti-inflammatory M2 phenotype (Van den Bossche et al., 2016).

M2 macrophages have a complete tricarboxylic acid (TCA) cycle involving IL-4-mediated fatty acid oxidation (FAO) and mitochondrial energy metabolism as opposed to M1 macrophages (Jha et al., 2015). IL-4 induces ATP citrate lyase activation and oxidative phosphorylation (OXPHOS). In addition, it increases acetyl coenzyme A (acetyl-CoA) synthesis for histone acetylation, which is a key epigenetic regulator of the expression of several M2 marker genes. M2 macrophages maintain anti-inflammatory responses by obtaining most of their energy from FAO and oxidative metabolism (Qing et al., 2020).

IL-25 increases the mitochondrial respiratory capacity and oxygen consumption rate of macrophages and the production of NAD/NADH and ATP (Feng et al., 2017). This leads to the secretion of a large number of anti-inflammatory factors by macrophages for M2 polarization. Furthermore, the inhibition of NO production improves mitochondrial function and reprogramming into M2 macrophages (Mehla and Singh, 2019).

Mitophagy, a mechanism that selectively removes damaged mitochondria from cells, has also been related to macrophage polarization. During M1 polarization, mitophagy inhibition increases mitochondrial mass and decreases the expression of glycolysis-related genes and proinflammatory cytokines (Meng et al., 2021).

Although mitochondria are expected to act as a main target in macrophage regulation, the exact molecular mechanisms by which they regulate macrophage polarization is still not completely elucidated.

## Mitochondria Role in the Interplay Between Macrophage Metabolism and Host Defense Mechanism

Mitochondria are implicated in the tight interplay between host metabolic modifications and immune responses during bacterial infection (Ramond et al., 2019). Recently, it has been demonstrated that intracellular bacterial pathogens are able to modulate mitochondrial functions to maintain their replicative niche. Infection induces mitochondrial changes in infected macrophages, triggering modifications of the host metabolism that lead to important immunological reprogramming (Ramond et al., 2019). Indeed, stimulation by the bacterial toxin nigericin, or LPS, induced the NOD-like receptor family pyrin domain-containing 3 (NLRP3) to interacts with mitochondria via the mitochondria-associated adaptor protein MAVS, leading to ASC (Apoptosis-associated speck like protein) polymerization and downstream activation of caspase 1 and cytokine production (Subramanian et al., 2013). Assembly of the NLRP3 complex leads to the autocatalytic activation of caspase-1 and then the pro-inflammatory cytokines IL-1β and IL-18 (Kelley et al., 2019).

The uncoupling proteins (UCP), a subfamily of mitochondrial proteins, also plays a pivotal role in reprogramming macrophages during infection (Pecqueur et al., 2009). Upon LPS activation, macrophages downregulate UCP2 transcription, leading to a control of the mitochondria-derived reactive oxygen species (Emre and Nübel, 2010). Moreover, UCP2-(–/–) macrophages are more prompt to clear *S. typhimurium* intracellular infection (Arsenijevic et al., 2000).

## Involvement of MicroRNAs in the Regulation of Mitochondrial Processes

MicroRNA (miRNA) are evolutionarily conserved small non-coding RNAs, which regulate gene expression post-transcriptionally through mRNA degradation or translational inhibition (Bartel, 2004). Several studies demonstrate the presence of miRNAs in various organelles, including the nucleus, endoplasmic reticulum and the mitochondria. Mitochondria-associated endoplasmic reticulum membranes (MAM) are sites of contact where the endoplasmic reticulum domains interact with the mitochondria, facilitating communication between these two organelles (Gao P. et al., 2020). Recently, these sites have shown to contain a substantial number of miRNAs, which may be re-distributed in response to cellular stress and metabolic demands (Wang et al., 2020).

There are three main types of miRNAs enriched in the mitochondrial fractions (MitomiR): (1) They can originate from the nuclear genome and mature in the cytoplasm to target cellular genes that modulate mitochondrial functions (nuc-MiR), (2) they can translocate into the mitochondria to target mitochondrial genes and functions (nuc-MitomiR), or (3) they can be transcribed from the mitochondrial genome and target mitochondrial genes and functions (mt-MitomiR) (Bandiera et al., 2011; Figure 1).

**FIGURE 1:**
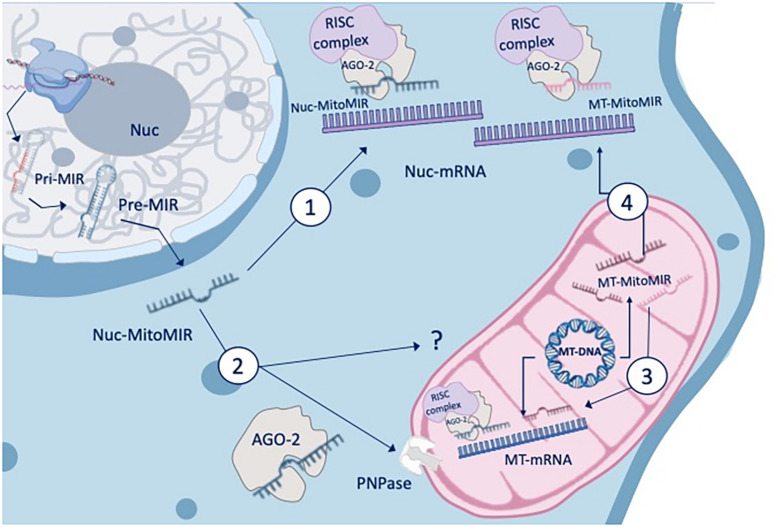
MitomiR and gene regulation. The three main types of miRNAs that are enriched in the mitochondrial fractions can either originate from the nuclear genome and mature in the cytoplasm to target cellular genes that modulate mitochondrial functions (nuc-MiR) or translocate into the mitochondria to target mitochondrial genes and functions (nuc-MitomiR), or be transcribed from the mitochondrial genome and target mitochondrial genes and functions (MT-MitomiR). The AGO2 protein, an endonuclease, has been reported to colocalize with mitochondria, and to be associated with small mtRNA. RNA and MitomiR import into mitochondria is facilitated by multi-subunit RNA import complex (RIC), through a pathway independent of protein import and recently, through AGO2 and the protein PNPase (poly nucleotide phosphorylase).

The subclass of MitomiRs that originate from the nuclear genome that mature and regulate the expression of genes associated with mitochondrial pathways in the cytoplasm compartment is the most abundant. Numerous studies report and demonstrate their involvement in mitochondrial functions and activity, such as in apoptosis. Mitochondria play an important role in apoptosis progression, through the mitochondrial fission/fusion dynamics and the release of pro-apoptotic factors (Sheridan and Martin, 2010). For example, miR-200a-3p, miR-125b, miR-30 family, miR-485-5p, miR-195, and miR-140 regulate mitochondrial fission/fusion dynamics by targeting mitochondrial factors such as the mitochondrial fission factor (MFF) (Lee et al., 2017), the mitochondrial 18 kDa protein (MTP18) (Duroux-Richard et al., 2016), the dynamin-1-like protein (DRP1) (Li et al., 2010), the mitofusin (MFN) 1 and 2 (Li et al., 2014; Zhao et al., 2017; Purohit et al., 2019). As the heart is the organ with a perpetual high energy requirement, mitochondria occupy a large portion of cardiomyocytes, and are located between the myofibrils and just below the sarcolemma (Gustafsson and Gottlieb, 2008). Hence, strategic positioning and abundance of mitochondria ensure a highly efficient localized ATP delivery system to support contraction, metabolism, and ion homeostasis (Andrienko et al., 2003). The involvement of miRNAs in the energy control of mitochondria is therefore crucial in those cells. Indeed, in cardiomyocytes, upon apoptotic stimulation, miR-140 negatively regulates MFN1 and controls the release of endonuclease G, which participates in causing DNA fragmentation, and leads to apoptosis (Li et al., 2014). Following the anti-tumor drug Doxorubicin (DOX) treatment, miR-532-3p directly targets the caspase recruitment domain (ARC) and participates in DOX-induced mitochondrial fission and apoptosis. MiR-499-5p attenuates mitochondrial fission and DOX cardiotoxicity through p21 targeting (Wan et al., 2019).

## MitomiR and Cellular Functions

Apoptosis is also related to the pathogenesis of many diseases such as tumors, cardiovascular disorders and inflammatory responses, and miRNAs participate in the regulation of mitochondria-mediated apoptosis and metabolism. The miR-30 family regulates apoptosis through the targeting of the mitochondrial fission machinery leading to a suppression in the expression of p53 and its downstream target DRP1 (Li et al., 2010).

In human monocytes upon inflammatory signal, miR-125b attenuates mitochondrial respiration and promotes mitochondrial hyper-fusion through the silencing of both the BH3-only proapoptotic protein BIK and the pro-fission protein MTP18, leading to macrophage apoptosis (Duroux-Richard et al., 2016). In renal tubular cells, under hypoxia, MTP18 is silenced by miR-668, preserving mitochondria from fragmentation and cell death (Wei et al., 2018). In addition, it has been shown that miR-338 targets cytochrome c oxidase IV, a key nuclear-encoded protein within the electron transfer chain in mitochondria, which is involved in ATP production (Aschrafi et al., 2008).

The first evidence that miRNAs can be imported into mitochondria and regulate mtRNA expression was demonstrated in the mtDNA-lacking 206 ρ°cell line. Several nuc-MitomiR, such as miR-181c-5p and miR-146a-5p were identified in mitochondria and target mitochondrial RNAs and mitochondria-associated mRNAs encoded by nuclear genes (Dasgupta et al., 2015). In 2014, Das et al. (2014) demonstrated that miR-181c encoded in the nucleus but matured in the cytosol, translocates into the mitochondria regulating the expression of mitochondrial genes such as *mt-COX1* (known as mitochondrially encoded cytochrome c oxidase I). Using an *in vivo* systemic miR-181c delivery to the heart, enforced expression of miR-181c leads to an alteration in oxygen consumption, ROS production, matrix calcium and mitochondrial membrane potential of mitochondria isolated from cardiac cells (Das et al., 2014). More recently it has been shown that all members of the miR-181 family can alter the myocardial response to oxidative stress, by either targeting *mt-COX1* (miR-181c) or tensin homolog gene *PTEN* (miR-181a and miR-181b) (Das et al., 2017).

## Identification of Mitochondrial-Enriched MicroRNAs

To identify mitochondrial-enriched miRNAs, miRNome studies of mitochondrial and cytosolic RNA fractions from the same cells were performed. nuc-MitomiR signatures, such as miR-494, miR-1275 and miR-1974, were enriched in mitochondrial fractions (Bandiera et al., 2011). Subcellular trafficking and cellular dynamics of intracellular miRNA translocation depends on AGO2 levels and its status of phosphorylation. The AGO2 protein, an endonuclease shared across multiple species necessary for RNAi, has been reported to colocalize with mitochondria and to be associated with small mtRNA (Maniataki, 2005; Bandiera et al., 2011). In addition, it has been shown that RNA import into mitochondria is facilitated by multi-subunit RNA import complex (RIC), such as pathways independent of protein import (Mukherjee et al., 2007), co-localization of AGO2 and AGO3 (Bandiera et al., 2011), and recently, AGO2 and the protein PNPase (poly nucleotide phosphorylase) (Shepherd et al., 2017).

The functional RNAs encoded by the mitochondrial genome are mainly ribosomal RNAs (rRNAs) and transfer RNAs (tRNAs). The AGO2 protein has been shown to be associated with mitochondrial tRNAs in the cytoplasm. In addition, new types of RNA of mitochondrial origin have recently been identified. These are double-stranded RNAs encoded in mitochondria that are capable of triggering antiviral signaling in humans (Dhir et al., 2018). Interestingly, Bandiera et al. (2011) profiled the expression of miRNAs in mitochondrial fractions purified from HeLa cells and interrogated their genomics to better understand the molecular basis underlying their mitochondrial localization. They showed that miR-1974, miR-1977, and miR-1978 have a perfect match in the mitochondrial genome with two mitochondrial tRNA genes, *TRNE* and *TRNN*, and with a stretch of the mitochondrial rRNA sequence *RNR1* (Bandiera et al., 2011).

Thus, the post-transcriptional regulation of miRNAs directly into the mitochondria, or next to the mitochondria, especially in MAMs, allows the rapid expression of mitochondrial genome to be adjusted according to the metabolic conditions and demands of the cell. The importance of metabolism in deciding the fate of immune populations is very clear. Under conditions of stress, macrophages adjust their metabolism to meet the energy demand, necessary for their activation and functions.

## MitomiR Profiling of Mitochondria Extracted From Monocytic Cell Line

MiRNAs play pivotal roles in regulating macrophage functions, including differentiation, polarization, recruitment, and activation of inflammation (Self-Fordham et al., 2017). The ability of the mitochondria to modify cellular metabolic profile, thereby allowing an appropriate response, is crucial for the correct establishment of immune responses. However, little is known about mitomiR involvement when taking into account macrophage functions, such as differentiation. Thus, in this review, to provide novel insight into macrophage differentiation-specific mitomiR signatures and associated mitochondrial pathways, we performed a global miRNA profiling on extracted mitochondria and total cell content of human macrophages. The THP-1 monocytic cell line was treated with phorbol-12-myristate-13-acetate (PMA) to induce differentiation into macrophages.

The mitochondrial fraction of the cells was enriched and purified using anti-TOM22 microbeads (Miltenyi Biotec). Briefly, 2 × 10^6^ were required to allow purification of the total fraction while 40 × 10^6^ cells were used for the isolation of the mitochondrial fraction. PMA-differentiated and undifferentiated THP-1 cells were centrifuged at 300 g at 4°C for 10 min, after homogenization in ice-cold lysis-buffer supplemented with antiprotease cocktail using 26G and 30G needles and 1 ml syringes (5 times round trips for each size). After checking that at least half of the effective lysis is achieved, the total cell fraction was obtained following centrifugation at 13,000 g for 5 min at 4°C. The obtained pellets were resuspended in 700 μl of Qiazol (Qiagen). In parallel, the mitochondrial cell fraction purification is carried out directly on the cell lysate by anti-TOM22 magnetic labeling (Miltenyi Biotec), according to the manufacturer’s instructions. After mitochondrial fraction elution, samples were centrifugated at 13,000 g for 5 min at 4°C, and mitochondria pellets resuspended in 700 μl of Qiazol for RNA extraction, using the miRNeasy kit (Qiagen). We performed the global miRNA profiling by considering 754 human miRNAs on extracted mitochondria and compared with total cell content. Total 500 ng RNA per sample were reverse transcribed to cDNA with Megaplex Human Pool A and B stem loop RT primers and TaqMan MicroRNA RT kit (Life Technology), and miRNA expression profiles were analyzed using the TaqMan^®^ Array Human MicroRNA Card Set v3.0, according to the manufacturer’s instructions.^1^ 

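The profiling covered 4 samples of THP-1 cells, a human monocytic leukemia line, namely the total and the mitochondrial fraction of untreated cells and of cells treated with 40 ng/mL PMA. There was 1 sample per condition, so no difference between samples could be set against a spread between replicates, and no test was made. The authors deposited the quantification cycle (Ct) of each well without normalization. A Ct that is 1 cycle lower nominally stands for 2-fold more template, and 40 stands for a well that did not amplify. The table has numbered rows and does not pair them with miRNA names, so assays are reported here by number or as counts. In each sample 8 rows hold 2 values that are each given 4 times, which leaves 760 assays measured in single wells. Because the copies are identical, they give no error between wells. An amplified value was recorded for 277 of the 760 assays in untreated total RNA, 267 in PMA-treated total RNA, 239 in the untreated mitochondrial fraction and 234 in the PMA-treated mitochondrial fraction. Of these values, between 97.5% and 98.9% per sample lay within 0.1 cycle of a whole number, where evenly spread values would give 20%. The smallest difference that the table resolves for most assays is therefore about 1 cycle. An assay was called detected at a Ct below 35. Each Ct was set against the mean Ct of the 140 assays detected in all 4 samples, which was 29.4 in untreated and 29.6 in PMA-treated total RNA, and 30.6 in the untreated and 30.2 in the PMA-treated mitochondrial fraction.

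**Figure D1:**
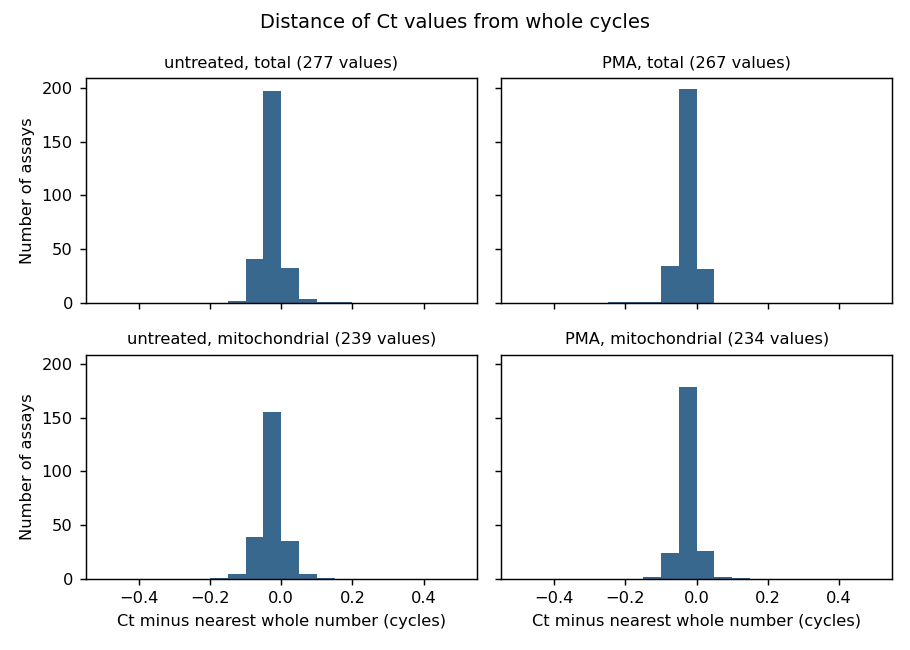
Distance of each amplified Ct value from the nearest whole number, in cycles, against the number of assays, for each of the 4 samples. Nearly every value sits within 0.1 cycle of a whole number in all 4 samples.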

To address differences, the distribution of miRNA expression was visualized using unsupervised hierarchical clustering (Figure 2A). 

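On normalized values scaled per assay, the 2 total samples lay at a Euclidean distance of 19.9 and the 2 mitochondrial samples at 24.7. The 4 distances between a total and a mitochondrial sample ranged from 36.0 to 53.3, so that the samples joined by fraction before they joined by PMA treatment. The smallest distance between fractions was 1.46 times the largest distance within a fraction. Of the 760 assays, 510 were detected in none of the samples, and their scaled values carry only the differences between the reference levels. With the 140 assays detected in all samples alone, the ratio of distances was 1.05. It moved most, to 4.41, when the mean of the 2 repeated assays was used as the reference, a setting chosen after the values were seen. Across the same 140 assays, which are not independent replicates, Ct values had a Pearson correlation of 0.967 between the total samples, 0.971 between the mitochondrial samples, and 0.888 to 0.916 between samples of different fractions. Without normalization, assays amplified later on average in the mitochondrial than in the total fraction, with a mean log2 difference of -1.17 (SD 1.33 across assays) in untreated and -0.68 (SD 1.22) in PMA-treated cells.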

Data showed that 78% of miRNAs were very poorly detected in the mitochondrial fraction. 

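In the untreated mitochondrial fraction 584 of 760 assays (76.8%) were not detected, and in the PMA-treated mitochondrial fraction 574 (75.5%). In total RNA the share not detected was 72.8% in untreated and 73.7% in PMA-treated cells. Counting an assay as detected when it was below the limit in either mitochondrial sample gave 209 assays, or 27.5% (Wilson 95% interval 24.4% to 30.8%, which describes the number of assays and not the error between samples). Detection in both mitochondrial samples was found for 153 assays (20.1%). The share depended most on the limit, since 15.0% of assays were below 32 cycles and 35.9% were below 40 cycles in either mitochondrial sample. Because values lie near whole cycles, the limit of 35 divides values near 35 by hundredths of a cycle. The lowest values not counted as detected lay between 35.005 and 35.023 in the 4 samples. A value of 34.996, that of assay 724 in the PMA-treated mitochondrial fraction, was counted as detected. Below 35 cycles, 27 assays were detected in a mitochondrial sample and in neither total sample, and 41 in a total sample and in neither mitochondrial sample. Only 8 of the 27 were detected in both mitochondrial samples, and 17 of the 41 in both total samples.

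**Figure D2:**
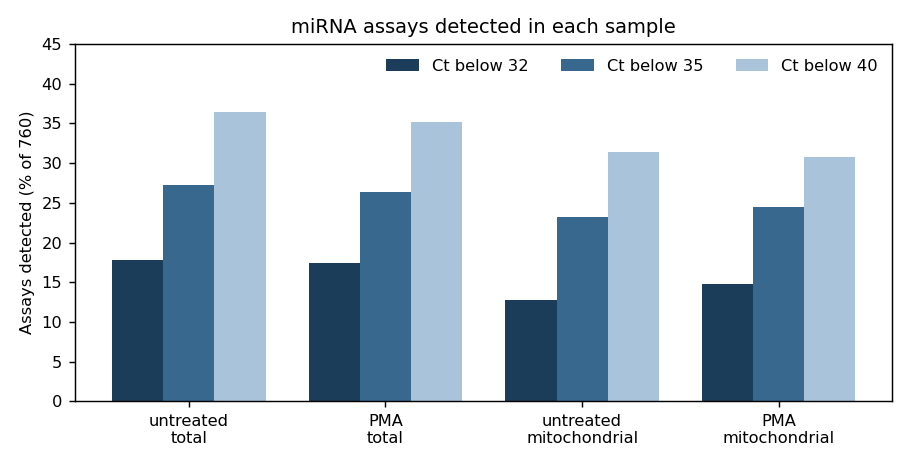
Share of the 760 assays detected in each sample, in percent, with 1 bar per limit of Ct below 32, 35 or 40. At 35 cycles the bars lie at 27.2% and 26.3% in total RNA and at 23.2% and 24.5% in the mitochondrial fraction.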

The supervised hierarchical clustering analysis showed that 22 miRNAs are increased or decreased during macrophage differentiation in the mitochondrial compartment (Figure 2A, miRNAs name in right top panel). 

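Of the 209 assays detected in at least 1 mitochondrial sample, 49 changed at least 2-fold with PMA after normalization, 21 higher and 28 lower. For 14 of the higher and 11 of the lower assays the other sample was not detected, so that their change is a bound. Among the 153 assays detected in both mitochondrial samples, 24 changed, 7 higher and 17 lower. Before normalization, and with changes rounded to whole cycles, 79 of these 153 assays did not move, 50 rose by 1 cycle, 15 fell by 1 cycle, 7 rose by 2 or more cycles and 2 fell by 2 or more. A rise of 1 cycle stands for a Ct that was 1 cycle lower with PMA. The mean rise of 0.35 cycles that normalization removes puts a rise of 1 cycle under the 2-fold threshold and keeps a fall of 1 cycle past it. Without normalization 76 assays changed, 58 higher and 18 lower. The number ranged from 12 assays at a 4-fold threshold to 116 at a limit of 40 cycles. The largest rise among assays detected in both samples was that of assay 111, with 3.04 cycles before and a log2 change of 2.69 after normalization, followed by assay 517 with a log2 change of 1.68. The largest fall was that of assay 321, a log2 change of -15.41. Its Ct was 19.9 in untreated cells and just under the detection limit with PMA. Assay 724 followed with a log2 change of -2.33, and its Ct with PMA, 34.996, was also just under that limit. In total RNA 47 of 223 assays changed after normalization, 33 higher and 14 lower, whereas without normalization 83 changed, 25 higher and 58 lower. The paper states that a set of miRNAs, named in Fig. 2A, changes in this compartment during macrophage differentiation, and carries this set into the networks of Fig. 2B. The values of the named miRNAs are not reported here, since the numbered rows are not paired with names.

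**Figure D3:**
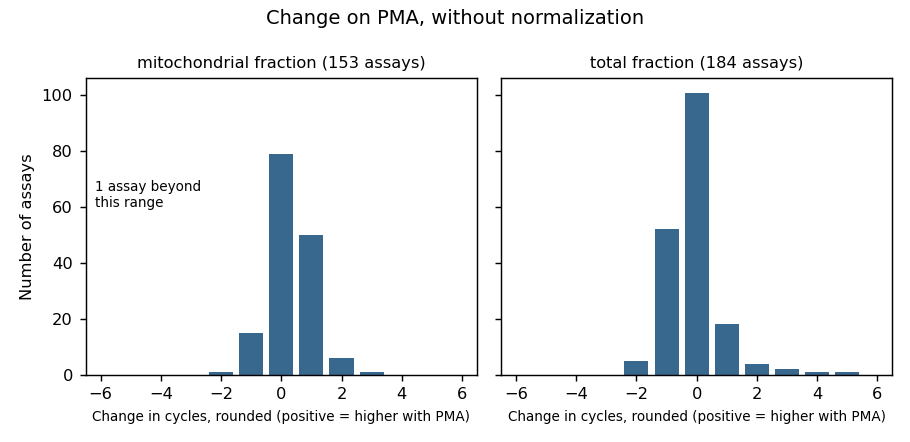
Change of each assay with PMA in whole cycles, without normalization, against the number of assays, for the 153 assays detected in both mitochondrial samples and the 184 detected in both total samples. In the mitochondrial fraction 50 assays rose and 15 fell by 1 cycle, and in total RNA 18 rose and 52 fell by 1 cycle, and 1 mitochondrial assay lies outside the axis at -15 cycles. A rise stands for a lower Ct.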

A miRNA profiling between total cell content and purified endoplasmic reticulum was also performed and showed no enrichment of the identified MitomiR (data not show), suggesting that these miRNAs are specific for mitochondria. Using ingenuity pathway analysis (IPA) tool,^2^ we examined which biological pathways were affected with the twenty-two identified MitomiRs and constructed mRNA-miRNA networks and miRNA-target gene interactions (Figure 2B). This analysis highlighted 9 (miR-331-5p, miR-18a-8p, miR-132, miR-29b-3p, miR-17-5p, miR-186-5p, miR-124-3p, miR-192-5p, and miR-23a-3p) and 4 (miR-494-3p, miR-214-3p, miR-16-5p, and miR-154-5p) MitomiRs were down- and up-expressed upon macrophage differentiation, respectively, and were potentially linked to key genes associated with regulation, permeabilization, morphology, depolarization, development, quantity, and transmembrane potential of mitochondria.

**FIGURE 2:**
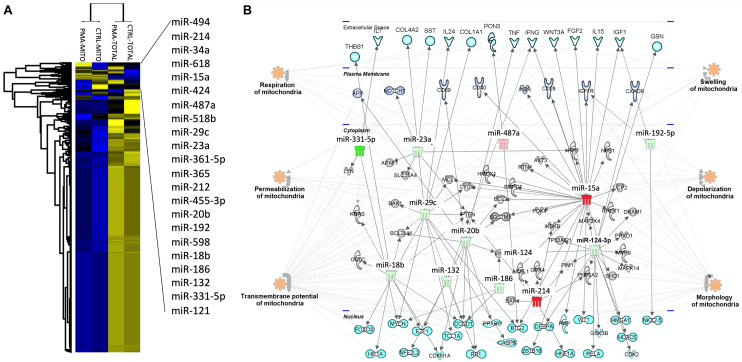
Macrophage mitomiRs signature: The human monocytic cell line THP-1 cells was differentiated into THP-1 derived macrophages with 40 ng/mL phorbol 12-myristate 13-acetate (PMA) over-night in RPMI 1640 Medium GlutaMAX^*TM*^ Supplement with 10% FBS at 37°C and 5% CO2. Total cellular and mitochondrial enrichment fractions were prepared at 4°C using a MACS Mitochondria kit (Miltenyi), and total RNA including miRNAs were extracted using miRNeasy kit (Qiagen). miRNA quantification was performed using the TaqMan^®^ Array Human MicroRNA Card Set v3.0 (Applied Biosystems), according to the manufacturer’s instructions. **(A)** Using Perseus software, a non-supervised hierarchical analysis of the distribution of total and mitochondria enrichment cell fractions based on relative log2 expression of 762 human miRNAs significantly modified by PMA compared to untreated controls. Yellow and blue represent the increase and decrease in expression, respectively. **(B)** miRNA-mRNA networks generated with Ingenuity Pathway Analysis (IPA) for the 22 macrophage-specific mitomiRs. IPA analysis was performed to investigate Mt-miRNA associated genes, filters were set to include experimentally observed or high-confidence-predicted miRNA-mRNA interaction partners, associated with mitochondria biological pathways. miRNAs were colored in red or green depending on whether they were upregulated or downregulated in mitochondria fractions following macrophage differentiation, respectively.

## MitomiR and Macrophage Functions

Interestingly, among these thirteen MitomiRs, miR-494 is probably one of the most described nuc-MitomiR. It is enriched in mitochondrial fractions and controls cell differentiation and mitochondrial functions in different cell types. It regulates mitochondrial biogenesis by silencing *mtTFA* and *Foxj3* during myocyte differentiation and skeletal muscle adaptation to physical exercise (Yamamoto et al., 2012). In ARPE-19 cells, a spontaneously arising retinal pigment epithelia (RPE) cell line, miR-494 is enriched in mitochondria and present in extracellular vesicles released by cells treated with rotenone to induce mitochondrial injury (Ahn et al., 2021). Thus, in addition to being the most frequently identified MitomiR (Geiger and Dalgaard, 2017), miR-494 is also involved in macrophage polarization and functions. Shao et al. (2020) showed that miR-494 enhances M1 macrophage polarization via *NRDP1* targeting in an intracerebral hemorrhage mice model. miR-494 also regulates inflammatory responses by targeting the phosphatase and *PTEN* and suppresses LPS-induced nuclear factor (NF)-κB signaling, in LPS-induced inflammation in mouse macrophages (Zhang et al., 2019). Interestingly, *PTEN* expression is strongly regulated by several miRNAs, including miR-214, which we found enriched in the mitochondrial fraction too. Down-regulation of *PTEN* expression leads to LPS-induced *AKT1* activation and inflammation (Fang et al., 2018). Furthermore, Lu et al. (2014) showed that the effect of macrophage polarization associated with the anti-cancer drug Norcantharidin on anti-hepatocellular carcinoma was due to increased miR-214 expression, which resulted in the inhibition of β-catenin signaling pathway. Recently, three studies demonstrated the key role of miR-214, miR-487a, and miR-124 in M2 macrophage polarization. The long non-coding RNA *NEAT1* promotes M2 macrophage polarization by sponging miR-214, which silences *B7-H3* (alias CD276), thus accelerating multiple myeloma progression via the JAK2/STAT3 signaling pathway (Gao Y. et al., 2020). MiR-487a is enriched in M2 macrophage-derived exosomes, which promote gastric cancer proliferation and tumorigenesis (Yang et al., 2021). Finally, miR-124 contributes to M2-type polarization of monocytic cells in normal conditions and during allergic inflammation (Veremeyko et al., 2013).

To study the mitochondrial signaling pathways and to shed light on the implication of MitomiRs on the regulation of mitochondrial functions, we performed an *in silico* analysis with the two most described MitomiRs, miR-494 and miR-214, whose expressions are up- and down-expressed, respectively, during monocyte differentiation into macrophage. Using IPA, we constructed a *mt*-mRNA-miRNA networks and a miRNA-target *mt*-gene interactions using putative miR-214 and miR-494 direct and indirect targets (Figure 3). Interestingly, miR-214-3p and miR-494-3p putatively target two *mt*-genes: the cytochrome C oxidase subunit I (*mt-CO1*, alias *COX1*) and subunit III (*mt-CO3*, *COX3*), respectively. Human cytochrome c oxidase (COX) is composed of 13 subunits, including three catalytic subunits I-III (*mt-CO1*, *mt-CO2*, and *mt-CO3*) encoded by mitochondrial DNA and ten nuclear-coded subunits by nuclear DNA (Kadenbach and Hüttemann, 2015). Furthermore, COX phosphorylation is described as having a strong influence on mitochondrial respiration and controlling macrophage function during inflammatory stimuli.

**FIGURE 3:**
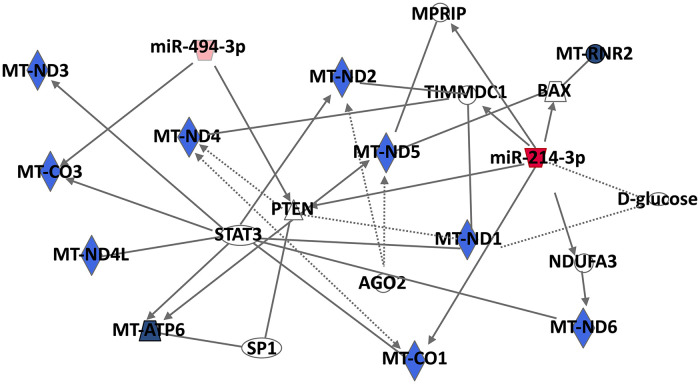
Mt-mRNA-miRNA networks generated with Ingenuity Pathway Analysis (IPA) for the two most described MitomiRs, miR-494, and miR-214. IPA analysis was performed to investigate genes associated with Mt-mRNAs. Filters were set to include either putative, experimentally observed or high-confidence-predicted miRNA-mRNA interaction partners. MiRNAs were colored in red depending on whether they were upregulated in mitochondria fractions following macrophage differentiation. The red color intensity corresponds to the fold change in miRNA expression in the mitochondria-enriched fraction of PMA-differentiated THP-1 macrophages compared to untreated THP-.

For example, the osteopontin, a cell attachment protein, that trigger a number of signal transduction pathways controlling survival, proliferation and migration of macrophages (Gao et al., 2007), decreases its expression in the presence of *mt-CO1* and *mt-CO3* in RAW264, murine macrophages, through a CD44-dependent transcriptional regulatory mechanism of the mitochondrial H strand (Gao et al., 2003). In macrophages, endotoxin-stimulated NO production inhibits cellular respiration and mitochondrial electron transport by inhibiting cytochrome c oxidase activity, and inhibits *mt-CO1* expression at the mRNA and protein levels, determining the host inflammatory response (Wei et al., 2002).

Finally, a RNA sequencing study of human macrophage subpopulation isolated from bronchoalveolar lavage fluid, aiming at deciphering macrophage plasticity in the lung microenvironment, revealed that macrophages with reduced expression of the classical surface markers M1 and M2 exhibit pro-inflammatory gene signatures, and overexpress 15 mitochondrial genes including *mt-CO3*, *mt-CO1*, *mt-RN*R2, *mt-ATP6*, *mt-ND1*, *mt-ND2*, and *mt-ND4L*, which may contribute to the pathogenesis and manifestations of inflammatory lung diseases such as chronic obstructive pulmonary disease (Takiguchi et al., 2021).

## MitomiR Transfer to Macrophage, a Novel Modulatory Strategy?

The clinical significance of this phenomenon was first assessed in a model of Lipopolysaccharide (LPS)-induced lung injury in which the intra-tracheal administration of mesenchymal stem/stromal cells (MSCs) to LPS treated mice was associated with the transfer of mitochondria to alveolar epithelium. MSCs triggered an increase in the concentration of ATP, metabolic activity, also an improvement in lung damage while reducing mortality in the diseased animals. Jackson et al. (2016) observed that mitochondria transferred from MSCs were able to increase the phagocytic capabilities of macrophages, increasing basal respiration and ATP turnover *in vitro* and *in vivo* in a murine model of acute respiratory distress syndrome (ARDS). The mechanism by which MSCs transferred mitochondria in this case was independent of *CNX43*, but related to the establishment of cellular highways (also known as tunneling nanotubules) between both cell types (Jackson et al., 2016). Interestingly, the artificial transfer of mitochondria from MSCs into macrophages, conveys the same metabolic and phagocytic improvement, evidencing a role for mitochondria in macrophage function (Liu D. et al., 2021). Recently, Yuan et al. (2021) showed in a diabetic nephropathy mice model, that mitochondrial transfer from MSCs to macrophages restricts inflammation and alleviates kidney injury via PGC-1α activation. These results represent strong evidence in favor of the hypothesis that the transfer of mitochondria from MSCs to immune active cells could play a role in the control of immune function mediated by MSCs (Court et al., 2020). However, mitochondrial transfer to macrophages is not specific for MSCs, Brestoff et al. (2021) demonstrated that adipocytes transfer their mitochondria to macrophages *in vivo*, mediated by heparan sulfates, which regulates white adipose tissue homeostasis, and plays a key role in obesity. In addition, recent studies showed that mitochondria from extracellular vesicles are involved in intercellular communication and immune regulation (She et al., 2021).

Also, mitochondria delivery can be applied following an artificial procedure, known mitoception (Caicedo et al., 2015), where extracted mitochondria from donor cells are transferred into recipient cells. Following this method, freshly isolated-mitochondria from MSCs could be transferred into immune cells including monocytes based on centrifugation and endocytosis. The “mitocepted” cells were able to increase their ATP production while shifting toward a glycolytic pathway. Thus, the process of mitoception allows a distinct analysis of the functional role of mitochondria, independently from the paracrine and cell-mediated effects from donor cells.

Mitochondrial transfer, whether mediated by cell-to-cell contact or through mitoception, presents a novel modulatory strategy through the delivery of mitomiR(s) to target cells, including macrophages (Jorgensen and Khoury, 2021).

## Hypothesis and Conclusion

Our *in silico* analysis identified a specific MitomiR signature associated with macrophage functions including differentiation, polarization, recruitment and activation of the inflammatory response. This MitomiR profiling correlated with gene targets within the mitochondrial genome or mitochondrial pathways. Our emitted hypothesis and data suggest a previously unrecognized link between MitomiR and macrophage functions and fate leading to a modulation of the downstream immune responses.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO GSE182255.

## Author Contributions

ID-R, FA, and MK drafted the manuscript. ID-R performed *in silico* analyses. All authors were involved in reading and editing the manuscript and approved the final version.

## Conflict of Interest

MK was the chief scientific officer of Cells for Cells and Regenero, the Chilean Consortium for Regenerative Medicine. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

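RNA from the total and the mitochondrial fraction of untreated and PMA-treated THP-1 cells was profiled by quantitative PCR on TaqMan Array Human MicroRNA Cards, with 1 sample for each of the 4 conditions. The authors deposited raw Ct values, 1 for each numbered row and sample, without normalization. The paper's text does not name the threshold, baseline or software behind the Ct values, nor the reference used for its relative log2 expression. The row numbers are not paired with miRNA names in the table, and 0 columns of sample values were left unassigned.

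The 8 rows that hold 2 repeated assays were set aside as possible references, and the other 760 assays were analysed. An assay was called detected at a Ct below 35. Ct values of 35 or more were set to 35 before differences were taken, so that a change against an undetected sample is a bound. The mean Ct of the 140 assays detected in all 4 samples was subtracted in each sample, and a change of at least 1 on the log2 scale (2-fold) in an assay detected in at least 1 of the samples compared was counted. For clustering, values were scaled per assay, with Euclidean distance and average linkage. Wilson intervals at 95% cover the number of assays only. With 1 sample per condition, no test was made and no p-value is given. Correlations are across assays, which are not independent replicates.

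The alternatives fixed before the data were examined were detection limits of 32 and 40 cycles, detection in both samples, no normalization, the median as the reference, thresholds of 1.5-fold and 4-fold, and other distances and sets of assays for the clustering. Others were chosen after the data were seen, namely the repeated assays as the reference, a reference for each of the 2 blocks of rows in which a repeated assay lies, and Ct rounded to whole cycles. The counts for total RNA and for the mitochondrial against the total fraction were also added then. Assays were to be named by the largest rises and falls with PMA among those detected in both mitochondrial samples, the largest mitochondrial-to-total ratios, the miRNAs named by the paper and the controls. Since rows carry no names, at most 2 assays in each direction are given, and the named miRNAs and the controls are not analysed here.

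The calling rule was tried on simulated data with 760 assays and a common shift of 0.35 cycles. Of these assays, 200 were changed by a known amount. The simulation did not copy the detection in the data, where 510 of the 760 assays were detected in no sample. Of the 49 mitochondrial calls, 14 higher and 11 lower are bounds against an undetected sample, and the simulation does not test such calls. Recovery is given only for the size of change that was simulated. With no error between wells, all 200 were recovered in each setting. Of the 560 unchanged assays 0 were then called with normalization, which follows from a shift under 1 cycle, and without normalization 0 were called for continuous and 202 for whole-cycle Ct values. With an independent error of SD 0.5 cycles added to each well, a value assumed after the data were seen because the samples give no estimate of it, 185 of the 200 were recovered with normalization for both kinds of values, and 99 of the 560 unchanged assays were called for continuous and 116 for whole-cycle values. Without normalization, that error gave 178 recovered and 124 calls among the unchanged assays for continuous values, and 194 recovered and 302 calls for whole-cycle values. The precision of the Ct values is limited to about 1 cycle by their spacing. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.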

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

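The tests in this part were chosen after the values were seen. Over the 140 assays detected in all 4 samples, and before normalization, PMA raised the mean level in the mitochondrial fraction by 0.35 cycles (SD 0.74 across assays) and lowered it in the total fraction (mean log2 change -0.13, SD 0.79), a difference of 0.49 cycles between fractions. It is listed because the 2 fractions moved in opposite directions. The difference was not tested, since each condition has 1 sample. The median change was near 0 in both, at 0.015 and -0.00083, so the means rest on assays whose change, rounded to whole cycles, was at least 1, which were 54 higher and 12 lower in the mitochondrial fraction and 18 higher and 41 lower in the total fraction. Unequal input of cDNA into the cards could produce such a shift. The 2 repeated assays shifted by 0.0039 cycles on average in the mitochondrial fraction, but by -0.19 and 0.20 cycles individually. In the total fraction they shifted by -0.31 and -0.0099 cycles, both in the direction of the mean change there. Whether the repeated assays are themselves changed by PMA is not known. Unequal input and an effect of PMA cannot be told apart with 1 sample per condition and references of unknown identity.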

How the results depend on the processing

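Alternatives on the repeated assays, on the 2 blocks of rows and on whole-cycle rounding, and all values for total RNA and for mitochondrial against total levels, were chosen after the data were seen. Where no cause is named below, the cause was not tested.

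The share of assays detected in either mitochondrial sample was 27.5%. It was 15.0% at a limit of 32 cycles, 35.9% at 40 cycles and 20.1% when detection in both samples was required, as the construction of these limits gives.

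The ratio of distances in the clustering was 1.46 and stayed above 1 under each alternative run. It was 1.07 without normalization, 2.34 with the median as reference, 4.41 with the repeated assays, 1.48 with a mean for each block, 1.07 without scaling, 2.19 with 1 minus the Pearson correlation and 1.05 with the assays detected in all 4 samples. With scaling and all assays, 510 of the 760 carry only the reference levels.

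With PMA 49 assays changed in the mitochondrial fraction (21 higher, 28 lower) and 47 in the total fraction (33 higher, 14 lower). At a limit of 32 cycles these were 17 (7 higher, 10 lower) and 16 (13 higher, 3 lower), and at 40 cycles 116 (52 higher, 64 lower) and 131 (72 higher, 59 lower). With detection in both samples they were 24 (7 higher, 17 lower) and 31 (26 higher, 5 lower). Without normalization they were 76 (58 higher, 18 lower) and 83 (25 higher, 58 lower), with the median 66 (45 higher, 21 lower) and 82 (25 higher, 57 lower), and with the repeated assays 73 (53 higher, 20 lower) and 47 (33 higher, 14 lower). With the repeated assay of the same block they were 82 (65 higher, 17 lower) and 58 (33 higher, 25 lower), and with whole-cycle Ct values and no normalization 108 (80 higher, 28 lower) and 107 (33 higher, 74 lower). At 1.5-fold they were 105 (77 higher, 28 lower) and 107 (33 higher, 74 lower), and at 4-fold 12 (7 higher, 5 lower) and 16 (12 higher, 4 lower). A mean for each block left the counts at 49 and 47. The direction that most changes take therefore depends on the reference in both fractions. In the mitochondrial fraction 32 assays were called under all 7 normalizations compared, 21 higher and 11 lower, and 12 of the 32 were detected in both samples. The 7 are not independent of each other. From untreated to PMA-treated mitochondrial samples the median moved only from 30.979 to 30.966 and the repeated assays from 17.797 to 17.793. Both therefore come close to no normalization, and the mean for each block comes close to the mean over all assays.

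In both conditions 24 assays were at least 2-fold higher and 22 lower in the mitochondrial than in the total fraction. These were 11 and 12 at 32 cycles, 42 and 44 at 40 cycles, 14 and 65 without normalization, 30 and 26 with the median, 4 and 213 with the repeated assays, and 18 and 95 with whole-cycle values. A mean for each block left both counts as they were.

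The Pearson correlation across assays between the PMA changes of the 2 fractions was 0.37 (Spearman 0.24). It was 0.36 at 32 cycles and 0.77 over the 176 assays at 40 cycles, where it rests on assay 321 and is 0.40 without it. It was 0.37 with a mean for each block, and a single reference per sample cannot change it. The log2 change of assay 321 stayed between -15.43 and -14.87 and that of assay 111 between 2.67 and 3.23 under the other references.

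Not run were the references U6 and RNU44 with RNU48, and all alternatives for the miRNAs named in Fig. 2A, since rows carry no names. A mean over both cards is the reference already used, as the table marks no cards, and the spread between repeated wells could not be computed from identical copies. The spacing of 1 cycle limits every change under 2-fold.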

Differences from the paper's values

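The paper's number of miRNAs that changed with PMA in the mitochondrial fraction is 22, against 49 assays here. The paper took its number from a supervised hierarchical clustering, and its text gives no fold threshold or detection limit. The count here rests on both, so a close number does not show a shared criterion. Of the alternatives set before the data were examined, a detection limit of 32 cycles gave 17 assays and detection in both mitochondrial samples gave 24, both within 1.5 times the paper's number. The others did not, with 116 assays at a limit of 40 cycles, 76 without normalization, 66 with the median as reference, 105 at 1.5-fold and 12 at 4-fold. Whether the same miRNAs are counted is not known, since the rows carry no names.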

Other observations

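The tests in this part were chosen after the patterns were seen. No biological explanation was tested except where PMA treatment or fraction is named.

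Amplified Ct values cluster near whole cycles, with a median distance from -0.030 to -0.027 cycles. A chance arrangement of continuous values is argued against by the lowest share within 0.1 cycle in any sample, 97.5%. An imprecision of late cycles is argued against by values from 25 to 30 cycles, of which at least 98.0% were as near in each sample. Plain rounding of the table is argued against because 1 of the 1017 amplified values is exactly whole. How the values came to be so spaced stays open.

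If a common shift were read in whole cycles, it could turn into changes of 0 or 1 cycle upward in the mitochondrial fraction. Of the 153 assays detected in both samples, 129 changed in that way when rounded to whole cycles and 24 did otherwise. The samples give no estimate of the error between wells. In the simulation, a common shift without such an error led to 0 calls among 560 unchanged whole-cycle assays after normalization. With an assumed error of SD 0.5 cycles added to the shift, 116 of the 560 (20.7%) were called. An error independent between wells would leave the PMA changes of the fractions unrelated. Across the 140 assays detected in all samples, without assay 321, their Pearson correlation was 0.37 (Spearman 0.24). This argues against a common shift with such an error alone, though assays are not independent replicates. Here 4 of the 7 mitochondrial rises above 1 cycle also rose in total RNA. Of the 12 falls, 4 fell and 0 rose there. Among all 140 assays 41 fell and 18 rose in total RNA, so these falls alone show no clear agreement between the fractions. Of the 47 rises of 1 cycle, 8 rose and 10 fell there. For these, the shift with error and changes of single assays cannot be told apart. Assay 321 fell by about 15 cycles, beyond such a shift.

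Assay 321 fell with PMA by about 15 cycles in the mitochondrial fraction. In the total fraction its level changed by -17.0 cycles when no limit was set on the deposited Ct. Its Ct with PMA there, 37.0, is past the detection limit. With that value set to the limit, the log2 change in the total fraction is a bound of -14.88. A failed well in one card is argued against by the change in both fractions, and the reference by its largest difference of 0.35 cycles between untreated and PMA-treated samples. An effect of PMA on this assay is a hypothesis that 1 sample per condition leaves open.

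For single assays, the difference between mitochondrial and total level was shared by untreated and PMA-treated cells, with a Pearson correlation of 0.78 (Spearman 0.59) across 140 assays, which are not independent replicates. Carry-over of whole-cell RNA at one share for all assays would leave these differences unrelated, so a difference in content between the fractions, or an effect of the preparation that acts on single assays, may contribute.

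At 40 cycles in both total samples, 9 assays gave a value in both mitochondrial samples, the lowest at 29.0 cycles. Noise of the last cycles is argued against by 6 of the 9, which were below 35 cycles in both. The reverse pattern was found for 24 assays, of which 10 were below 35 cycles in both total samples. Of the 22 assays with a value in the untreated mitochondrial sample and 40 in both total samples, 5 lay within 8 neighbouring rows. Over windows of 4, 8, 16 and 24 rows, 0.11% of 10000 random placements gave as many in any window, which argues against random placement. A local effect on the card could produce such a group, and was not tested.

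Of the 760 assays, 415 were at 40 cycles in all 4 samples. Their normalized values are set by the reference alone. The mean of the assays detected in all samples lies 0.93 cycles later in the mitochondrial samples, while the 2 repeated assays are higher there by 1.82 to 2.23 on the log2 scale, so the sign of the mitochondrial against total difference of these 415 assays depends on which is subtracted.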
